# Strigolactone GR24 upregulates target genes of the cytoprotective transcription factor Nrf2 in skeletal muscle

**DOI:** 10.12688/f1000research.16172.2

**Published:** 2018-11-14

**Authors:** Shalem Raju Modi, Tarja Kokkola

**Keywords:** Strigolactone, GR24, Nrf2, Oxidative stress, Microarray

## Abstract

GR24 is a synthetic strigolactone analog, demonstrated to regulate the development of plants and arbuscular mycorrhizal fungi. GR24 possesses anti-cancer and anti-apoptotic properties, enhances insulin sensitivity and mitochondrial biogenesis in skeletal myotubes, inhibits adipogenesis, decreases inflammation in adipocytes and macrophages and downregulates the expression of hepatic gluconeogenic enzymes. Transcription factor Nrf2 (Nuclear factor (erythroid-derived 2)-like 2) is a master regulator of antioxidant response, regulating a multitude of genes involved in cellular stress responses and anti-inflammatory pathways, thus maintaining cellular redox homeostasis. Nrf2 activation reduces the deleterious effects of mitochondrial toxins and has multiple roles in promoting mitochondrial function and dynamics. We studied the role of GR24 on gene expression in rat L6 skeletal muscle cells which were differentiated into myotubes. The myotubes were treated with GR24 and analyzed by microarray gene expression profiling. GR24 upregulated the cytoprotective transcription factor Nrf2 and its target genes, activating antioxidant defences, suggesting that GR24 may protect skeletal muscle from the toxic effects of oxidative stress.

## Introduction

Strigolactones are carotenoid-derived phytohormones with endogenous roles in regulating plant growth and exogenous roles in establishing symbiosis of host plant with arbuscular mycorrhizal fungi ^1^. Strigolactones induce beneficial effects in mycorrhiza, such as mitochondrial biogenesis and ATP production ^2– 4^. The anti-cancer properties ^5– 8^ and anti-inflammatory potential ^9^ of strigolactones have recently been investigated in mammalian cells. The positive effects of strigolactone analog GR24 in enhancing insulin sensitivity, mitochondrial function and inhibiting adipogenesis and inflammation in insulin-sensitive cells have also been demonstrated ^10, 11^.

Nrf2 (Nuclear factor (erythroid-derived 2)-like 2) activates gene transcription by binding to the antioxidant response element (ARE) in the promoters of its target genes. It regulates multiple biological functions ranging from cellular redox metabolism, detoxification, heme, lipid and glucose metabolism, NADPH generation, autophagy, apoptosis, xenobiotic stress reponse to inflammation by interacting with its target genes, regulating an extensive antioxidant protein network. Nrf2 is associated with disease pathologies like cancer ^12^, hepatotoxicity ^13^, cardiovascular disease ^14^ and neurodegenerative diseases ^15^.

Mitochondria are the major sites of reactive oxygen species (ROS) production and also the targets of their toxic effects. Mitochondrial dysfunction has been associated with the development of insulin resistance, and diabetes is known to induce oxidative stress through the overproduction of ROS and ROS-induced DNA damage ^16^. Nrf2 activation defends against mitochondrial toxins and ROS and affects mitochondrial function by regulating mitochondrial biogenesis, mitochondrial fatty acid oxidation, respiration, ATP production and mitochondrial dynamics ^17^. With its versatile protective mechanism against oxidative stress, pancreatic β-cell apoptosis and insulin resistance, Nrf2 has become a promising therapeutic target for the treatment of type 2 diabetes ^18^.

We have demonstrated that GR24 ameliorates insulin sensitivity, stimulates mitochondrial biogenesis and ATP production and upregulates genes regulating mitochondrial function in L6 myotubes ^10^. Very recently, the efficacy of GR24 in promoting cytoprotective responses via Nrf2 activation was reported in hepatic and macrophage cell lines ^19^. This work reports a transcriptomic study revealing the potential beneficial effects of GR24 in upregulating Nrf2 and its target genes involved in detoxification, carbohydrate and lipid metabolism, heme metabolism, NADPH regeneration and oxidative stress in L6 myotubes, thus contributing to metabolic homeostasis.

## Methods

Results from the methods described in this study have been published previously ^10^, although the analyses described here are published for the first time.

### Cell culture and differentiation

Rat L6 myoblasts (ATCC, Manassas, VA, USA) were maintained in Dulbecco’s modified Eagle’s medium (DMEM 4.5 g/l glucose, Lonza, Basel, Switzerland) supplemented with 10% FBS (Hyclone, Pasching, Austria), 2 mM L-glutamine (Lonza) and 1% penicillin/streptomycin (Lonza) at +37°C in a humidified atmosphere of 5% CO _2_. The cells were seeded in multiwell plates at 2 × 10 ^4^ cells/cm ^2^ one day before starting the differentiation. Myoblasts were differentiated into myotubes by switching into α-MEM media (Gibco, Paisley, UK) supplemented with 2% horse serum (Gibco) and 1% penicillin/streptomycin. GR24 (3E,3aR,8bS)-3-[[(2 S)-4-methyl-5-oxo-2H-furan-2-yl] oxymethylidene]-4,8b-dihydro-3aH-indeno[1,2-b]furan-2-one, Chiralix, Nijmegen, Netherlands) was dissolved in DMSO. The control samples had equivalent DMSO concentration.

### Microarray sample preparation

L6 myotubes were treated with 60 µM GR24 at 7 days of differentiation for 24 h in three independent experiments, resulting in three replicate microarrays in each treatment group. Total RNAs were extracted with RNeasy Mini kit (Qiagen, Hilden, Germany) and RNA quality was assessed with the Agilent Bioanalyzer 2100 (Agilent Technologies, Espoo, Finland). Total RNA (200 ng) was converted to cDNA with Agilent AffinityScript RNase Block, labelled according to manufacturer’s instructions and purified using RNeasy mini spin columns (Qiagen). RNA Spike-In Kit (Exiqon, Vedbaek, Denmark) was used to monitor the success of labelling. Samples were then mixed with blocking agent, fragmentation and hybridization buffer, and were hybridized to Agilent SurePrint G3 Rat GE 8×60 K Microarrays for 17 h at 65°C before washing and scanning with Agilent Scanner G2505C using manufacturer’s protocols. Agilent Feature Extraction software was used to extract data from raw microarray image files ^10^.

### Microarray data processing

The data was processed with limma package (version 3.28.21) of the Bioconductor software ^20^. Microarray data are MIAME compliant. Differentially expressed transcripts were analysed by Bayes moderated t-statistics followed by the Benjamini-Hochberg correction method to control false discovery rate (FDR) with significance threshold set at p < 0.05 ^20, 21^.

## Results and discussion

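L6 is a rat skeletal muscle cell line whose myoblasts fuse into myotubes in culture. Myotubes were treated for 24 h with 60 µM GR24, or with DMSO alone as the control, in 3 experiments that gave 1 array each per group. The paper gives 7 days of differentiation before treatment, and the sample labels give 6 days. The series also holds 3 arrays of myotubes treated with pinosylvin and 3 with resveratrol, plant compounds given at 60 µM, which makes 12 arrays. Each array was of 1 colour and had 58717 spots other than controls. The authors deposited the scanner output of each array. Its processed signal is an intensity with the background subtracted within the array and with no normalization between arrays. The share of spots well above background was 59.5% to 64.3% (median 62.2%) on the control arrays and 58.0% to 62.5% (median 60.2%) on the GR24 arrays. The number of arrays, 3 per group, limits the precision of every value. The log2 of the processed signal was taken, the 75th percentile of each array was subtracted, spots marked as outliers in the scanner output were left out, and spots of the same probe were averaged. The test covered the 24279 probes that were well above background on all 3 arrays of at least 1 group. All 12 arrays entered 1 limma fit with a mean per group, and adjusted p-values are from limma's moderated test with Benjamini-Hochberg adjustment at a threshold of 0.05. Replicates 1 and 2 of every group lay on 1 slide and replicate 3 on another, so each slide held all groups. Probes were named by their RefSeq accession through a gene table of the rat assembly GRCr8, which named 21109 probes. With GR24, 7658 probes were higher and 6196 were lower than in the control. The alternative that moved the number of increases most was the authors' deposited table of normalized values with the slide as a block, chosen after the data were seen, with 9753 higher and 6373 lower.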

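Among the named genes past the threshold, 3874 were higher with GR24. They were ranked by log2 fold change with 1 probe per gene, the probe with the highest mean over the 12 arrays. By the fitted value *Spmip7* came first, but its probe was not well above background on any control array, so its place is not settled. Its signal was at least 21.3-fold higher with GR24, a bound that lies under the increase of *Gsta1*. This bound sets the GR24 mean against a control mean of, per array, the higher of the probe's signal and the lowest signal well above background. It holds for the background correction used here, and the log2 fold change of *Spmip7* was 2.40 with normexp and the 75th percentile and 3.46 in the deposited table. *Gsta1* was next, with a log2 fold change of 4.58 (SE 0.094, adjusted p = 2.4e-10). The probe for the accession that Table 1 lists as *Mt1m*, named *Mt2A* in the gene table used here, followed with 4.21 (SE 0.13, adjusted p = 2.55e-09). *Hmox1* was the fourth. The fifth was the accession listed as *Gsta2*, now named *Gsta5*, with 3.92 (SE 0.19, adjusted p = 4.06e-08). For *Sqstm1*, the probe with the accession of Table 1 had a log2 fold change of 3.49 (SE 0.075, adjusted p = 2.82e-10). Probes for another accession of *Sqstm1* had 0.95 (SE 0.068) and 1.21 (SE 0.11), and the first of these was the probe that entered the ranking. By this ranking, 4 of the 5 genes of the paper were among the 5 largest increases. With each gene ranked by its most increased probe, a setting chosen after the data were seen, the number stayed at 4, and in the deposited table of normalized values it was then 5. With only the 8 arrays of slide 1, also chosen later, it was 3. For the Table 1 probes of these 5 genes, each GR24 array lay above each control array.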

The top 5 GR24-upregulated genes (glutathione S-transferase alpha 1, metallothionein 1M, heme oxygenase 1, glutathione S-transferase alpha 2, and sequestosome 1) were found to be known targets of Nrf2 ( Table 1). As the prototypical Nrf2 target gene NAD(P)H quinone dehydrogenase 1 ( *Nqo1*) was also found high on the list, it was compelling to look into the extensive list of Nrf2 target genes. 

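*Nqo1* ranked 19 among the 3874 named genes that were higher with GR24, a position that depends on genes whose control signal was near background. Among the 3731 of them that were well above background on all 3 arrays of both groups, it ranked 7. Its signal was 8.00-fold higher with GR24 than in the control. With normexp background correction before either normalization, *Nqo1* was the fifth largest increase.

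**Figure D1:**
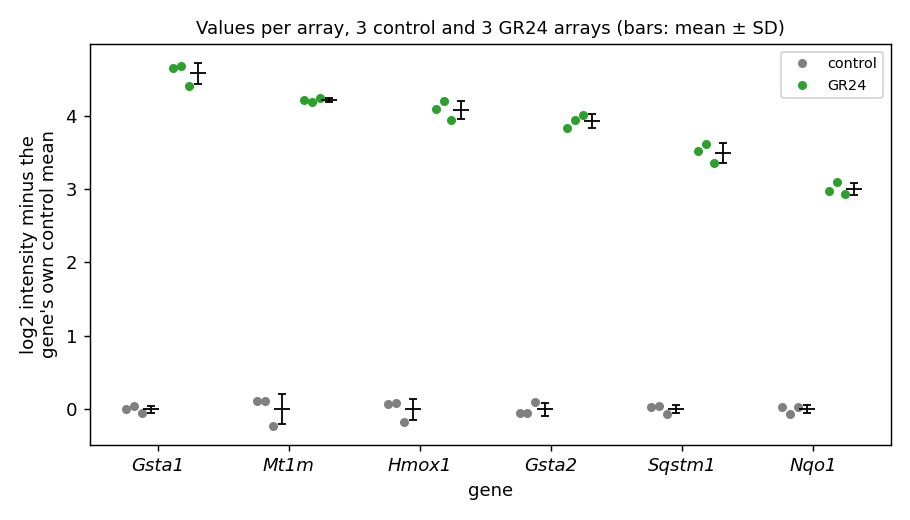
Log2 intensity of each control (grey) and GR24 (green) array minus the gene's own control mean, with the mean ± SD of each group (n = 3), for the Table 1 probes of *Gsta1*, *Mt1m*, *Hmox1*, *Gsta2*, *Sqstm1* and *Nqo1*. For each gene, the 3 GR24 arrays lie above the 3 control arrays.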

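Table 1 lists 57 genes, Nrf2 (*Nfe2l2*) and *Keap1* included, and the arrays held a tested probe for each of the 57 accessions. All 57 log2 fold changes were positive, and 55 genes were higher with GR24 at an adjusted p under 0.05. The number was also 55 when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. In 55 genes the 3 GR24 arrays did not overlap with the 3 control arrays, where chance gives 10% of genes, counted in either direction. The genes not past the threshold were *Ugt1a2*, with a log2 fold change of 0.088 (SE 0.069, adjusted p = 0.313), and *Abcb6*, with 0.063 (SE 0.075, adjusted p = 0.517). The count moved most, to 52, with no filter on dim probes. It was also 52 of the genes that remain when only probes above background on all 12 arrays are kept, and 52 without GR24 replicate 1. For *Nfe2l2* itself the log2 intensity was 4.60 ± 0.23 (SD, n = 3) with GR24 and 4.02 ± 0.031 (SD, n = 3) in the control. The log2 fold change was 0.59 (SE 0.11, adjusted p = 0.00123 from limma's moderated test), and it stayed between 0.48 and 0.70 with each array left out in turn.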

We found 56 known Nrf2 target genes ^22^, including Nrf2 itself, to be upregulated by GR24 treatment ( Table 1). Prior to our study, the effects of strigolactones treatment on the mammalian cell transcriptome have only been investigated in human osteosarcoma cells, where strigolactone analogs mainly upregulated the heat shock stress proteins and downregulated the cell cycle ^5^.

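The log2 fold changes of the 57 genes ranged from 0.063 to 4.58, with a median of 1.23, and 34 genes were more than 2-fold higher. The probe of *Ces1a* was not well above background on any control array, so the size of its increase is not settled. The fitted log2 fold change was 2.14, and with normexp and the 75th percentile it was 0.65. The probe of *Ahr* was well above background on 1 control array, and that of *Abcc2* on 2 arrays of each group. Where 1 accession had several probes, the probes could differ, and a second *Txnrd1* probe had a log2 fold change of 2.35 beside 1.60 for the probe used. *Abcc2*, with 0.79 (SE 0.29, adjusted p = 0.0392), and *Pnpla2*, with 0.33 (SE 0.11, adjusted p = 0.0216), lost significance when some single arrays were left out, *Abcc2* without control replicate 2 or GR24 replicate 1 or 3 (adjusted p up to 0.120), and *Pnpla2* without control replicate 3 or GR24 replicate 1 or 2 (adjusted p up to 0.0822). Both also lost it with no filter on dim probes, and *Abcc2* with only the 6 arrays compared or only slide 1.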

**Table 1.** Selected upregulated Nrf2 target genes in L6 myotubes after 24 h treatment with 60 µM GR24.

Gene symbol	Description	Accession	logFC	Fold change	Adjusted P value
Detoxication: Phase I drug oxidation, reduction and hydrolysis					
*Adh7*	Alcohol dehydrogenase 7	NM_134329	1.604	3.04	1.746E-09
*Akr1b1*	Aldo-keto reductase family 1 member B1	NM_012498	1.831	3.56	7.986E-09
*Akr1b8*	Aldo-keto reductase family 1. member B8	NM_173136	2.503	5.67	1.254E-10
*Akr1cl*	Aldo-keto reductase family 1. member C-like	NM_001109900	0.685	1.61	7.675E-06
*Cbr1*	Carbonyl reductase 1	NM_019170	1.060	2.08	3.055E-08
*Nqo1*	NAD(P)H quinone dehydrogenase 1	NM_017000	3.144	8.84	1.602E-10
*Ptgr1*	Prostaglandin reductase 1	NM_138863	3.233	9.40	1.196E-09
Detoxication: Phase II drug conjugation					
*Gsta1*	Glutathione S-transferase alpha 1	NM_031509	4.610	24.42	3.458E-11
*Gsta2*	Glutathione S-transferase alpha 2	NM_001010921	3.676	12.78	1.348E-09
*Gstm1*	Glutathione S-transferase mu 1	NM_017014	0.707	1.63	7.461E-06
*Gstp1*	Glutathione S-transferase pi 1	NM_012577	2.498	5.65	3.862E-10
*Mgst1*	Microsomal glutathione S-transferase 1	NM_134349	2.327	5.02	1.638E-09
*Ugt1a2*	UDP glucuronosyltransferase 1 family. polypeptide A2	NM_001039691	0.169	1.12	3.123E-02
Detoxication: Phase III drug transport					
*Abcb6*	ATP binding cassette subfamily B member 6	NM_080582	0.194	1.14	6.514E-03
*Abcc1*	ATP binding cassette subfamily C member 1	NM_022281	1.420	2.68	2.985E-07
*Abcc2*	ATP binding cassette subfamily C member 2	NM_012833	0.653	1.57	2.263E-03
*Abcc4*	ATP binding cassette subfamily C member 4	NM_133411	1.367	2.58	4.359E-07
*Abcc5*	ATP binding cassette subfamily C member 5	NM_053924	0.807	1.75	4.986E-06
Antioxidant systems					
*Cat*	Catalase	NM_012520	2.205	4.61	7.440E-09
*Gclc*	Glutamate-cysteine ligase, catalytic subunit	NM_012815	1.231	2.35	2.616E-07
*Ggt1*	Gamma-glutamyltransferase 1	NM_053840	2.590	6.02	6.774E-09
*Glrx*	Glutaredoxin	NM_022278	0.717	1.64	9.108E-05
*Gls*	Glutaminase	NM_012569	1.782	3.44	2.165E-09
*Gpx4*	Glutathione peroxidase 4	NM_001039849	0.451	1.37	1.766E-05
*Prdx1*	Peroxiredoxin 1	NM_057114	1.361	2.57	1.274E-06
*Prdx6*	Peroxiredoxin 6	NM_053576	1.291	2.45	9.933E-06
*Slc6a9*	Solute carrier family 6 member 9 (glycine transporter)	NM_053818	2.283	4.87	9.548E-10
*Slc7a11*	Solute carrier family 7 member 11 (cystine/glutamate transporter)	NM_001107673	0.870	1.83	5.449E-06
*Sod1*	Superoxide dismutase 1	NM_017050	0.939	1.92	2.031E-06
*Srxn1*	Sulfiredoxin 1	NM_001047858	2.330	5.03	7.817E-10
*Txn1*	Thioredoxin	NM_053800	1.712	3.28	4.093E-09
*Txnrd1*	Thioredoxin reductase 1	NM_031614	2.193	4.57	1.765E-08
Carbohydrate metabolism and NADPH regeneration					
*G6pd*	Glucose-6-phosphate dehydrogenase	NM_017006	2.184	4.54	7.894E-09
*Idh1*	Isocitrate dehydrogenase 1	NM_031510	1.096	2.14	4.304E-08
*Me1*	Malic enzyme 1	NM_012600	0.860	1.81	8.162E-08
*Pgd*	Phosphogluconate dehydrogenase	NM_001305435	1.920	3.79	1.503E-09
*Taldo1*	Transaldolase 1	NM_031811	1.150	2.22	2.143E-07
*Tkt*	Transketolase	NM_022592	0.989	1.99	2.321E-06
*Ugdh*	UDP-glucose 6-dehydrogenase	NM_031325	0.623	1.54	2.451E-05
Lipid metabolism					
*Acot7*	Acyl-coa thioesterase 7	NM_001146061	0.852	1.80	6.273E-07
*Acox1*	Acyl-coa oxidase 1	NM_017340	0.706	1.63	1.897E-05
*Ces1a*	Carboxylesterase 1A	NM_001190375	1.132	2.19	7.021E-05
*Pnpla2*	Patatin-like phospholipase domain-containing 2	NM_001108509	0.424	1.34	7.480E-05
Heme and iron metabolism					
*Blvra*	Biliverdin reductase A	NM_053850	0.890	1.85	1.973E-06
*Blvrb*	Biliverdin reductase B	NM_001106236	1.497	2.82	5.723E-09
*Fech*	Ferrochelatase	NM_001108434	1.431	2.70	5.570E-09
*Fth1*	Ferritin heavy chain 1	NM_012848	0.877	1.84	4.826E-07
*Ftl1*	Ferritin light chain 1	NM_022500	1.017	2.02	3.213E-07
*Hmox1*	Heme oxygenase 1	NM_012580	3.959	15.55	1.136E-10
Transcription factors and associated proteins					
*Ahr*	Aryl hydrocarbon receptor	NM_013149	0.867	1.82	1.519E-06
*Cebpb*	CCAAT/enhancer binding protein beta	NM_001301715	0.959	1.94	1.102E-06
*Mafg*	Mafg protein	NM_022386	0.718	1.64	2.006E-05
*Mt1m*	Metallothionein 1M	NM_001137564	4.009	16.10	7.970E-10
*Nfe2l2*	Nuclear factor, erythroid 2-like 2 (Nrf2)	NM_031789	0.659	1.58	3.116E-05
*Rxra*	Retinoid X receptor alpha	NM_012805	0.788	1.73	1.677E-05
*Sqstm1*	Sequestosome 1	NM_181550	3.576	11.93	3.458E-11
Ubiquitin ligase substrate adaptor					
*Keap1*	Kelch-like ECH-associated protein 1	NM_057152	1.269	2.41	3.765E-08

Activation of Nrf2 signaling is known to have beneficial effects in cancer, metabolic syndrome, obesity, nephropathy, retinopathy, neuropathy, and β-cell protection. Nrf2 regulates the transcription of genes involved in antioxidant, detoxification and metabolic processes ^23^. 

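The log2 intensity of *Nqo1* was 6.35 ± 0.082 (SD, n = 3) with GR24 and 3.35 ± 0.055 (SD, n = 3) in the control, a log2 fold change of 3.00 (SE 0.069, adjusted p = 3.55e-10 from limma's moderated test). It stayed between 2.95 and 3.03 with each array left out in turn. The log2 intensity of *Hmox1*, the gene of heme oxygenase 1, was 2.66 ± 0.13 (SD, n = 3) with GR24 and -1.42 ± 0.15 (SD, n = 3) in the control. The log2 fold change was 4.08 (SE 0.13, adjusted p = 2.55e-09 from the same limma test), with a range of 3.99 to 4.14 over the arrays left out. Both differences were larger than the spread between replicates. Intensities are log2 values relative to the 75th percentile of each array, so levels of different genes are not compared.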

In our study, GR24 enhanced the expression of the Nrf2-dependent antioxidant genes *Nqo1* and heme oxygenase 1, which are known to block inflammatory pathways ^24^. GR24 has recently been shown to alleviate inflammation and upregulate these two NRF2 target genes in hepatic and macrophage cells ^19^.

Glutathione and associated enzymes form an important antioxidant defence system. Treatment with GR24 was found to increase root glutathione content in plants ^25^, but there are no previous reports on the effects of strigolactones on the glutathione system in mammalian cells. 

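*Gclc*, the catalytic subunit of glutamate-cysteine ligase, had a log2 intensity of 4.34 ± 0.16 (SD, n = 3) with GR24 and 3.20 ± 0.042 (SD, n = 3) in the control. Expression was 2.20-fold higher, a log2 fold change of 1.14 (SE 0.085, adjusted p = 1.26e-06 from limma's moderated test). With each array left out in turn the log2 fold change stayed between 1.07 and 1.23. Each GR24 array lay above each control array. The modifier subunit, which is not in Table 1, had no tested probe named through the gene table.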

Our results show that GR24 treatment upregulated glutamate-cysteine ligase, the rate-limiting enzyme in glutathione synthesis ( Table 1). Many components of the glutathione system are upregulated by Nrf2, and the elevations in the expression of glutaredoxin, glutathione peroxidase 4 and several glutathione S-transferases in GR24-treated cells were evident in our results ( Table 1).

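Glutaredoxin (*Glrx*) had a log2 fold change of 0.69 (SE 0.10, adjusted p = 0.000181). Glutathione peroxidase 4 (*Gpx4*) had 0.27 (SE 0.10, adjusted p = 0.0395), and a second probe of the same accession had 0.33 (SE 0.098, adjusted p = 0.0134). For *Gpx4* the threshold was no longer passed under 7 of the alternatives, with adjusted p-values of up to 0.145. These were normexp with the 75th percentile, no filter on dim probes, a fit of only the 6 arrays compared, and the fits without control replicate 1 or 3 or without GR24 replicate 1 or 2. Besides *Gsta1* and the accession listed as *Gsta2*, the log2 fold changes of the glutathione S-transferases of Table 1 were 0.78 for *Gstm1* (SE 0.10, adjusted p = 8.67e-05), 2.36 for *Gstp1* (SE 0.079, adjusted p = 4.05e-09) and 2.25 for *Mgst1* (SE 0.11, adjusted p = 4.06e-08). A list of further Nrf2 target genes held other members of this family, which went both ways with GR24. *Gstt2* (1.24) and *Mgst2* (1.92) were higher, and *Gsta4* (-0.79), *Gstm2* (-0.57) and *Mgst3* (-1.49) were lower, each past the threshold and in the same direction under every alternative run.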

## Conclusions

GR24 upregulated the cytoprotective transcription factor Nrf2 and its target genes, which are involved in detoxification, antioxidant systems, carbohydrate and lipid metabolism, heme and iron metabolism, NADPH regeneration and regulation of transcription in L6 myotubes. 

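By the sections of Table 1, all 7 genes of phase I detoxication were higher with GR24 (median log2 fold change 1.55), as were 5 of 6 of phase II (2.30) and 4 of 5 of phase III (0.79). All 14 genes of the antioxidant systems (1.38) and all 7 of carbohydrate metabolism and NADPH regeneration (1.01) were higher. So were all 4 of lipid metabolism (0.75), all 6 of heme and iron metabolism (1.09) and all 7 of the transcription factors and associated proteins (0.89). *Keap1*, the remaining gene, had a log2 fold change of 1.25 (SE 0.066, adjusted p = 9.29e-08 from limma's moderated test). The study selected the genes of Table 1 as upregulated on these arrays, so the counts by section are not independent evidence. Of 17 tested Nrf2 target genes outside Table 1, 10 were higher and 4 lower with GR24. As a list they were not past the threshold (limma's camera test of gene lists, adjusted p = 0.101). The paper reasons that the largest increases were in known Nrf2 targets, with *Nqo1* also high on the list, and therefore examined the wider set of targets. From the increases of these genes and of *Nfe2l2* in myotubes, it concludes that GR24 raises the expression of Nrf2 and of genes that Nrf2 controls in these processes. All values are of RNA, and the paper names measurements of protein as future work.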

Future research aimed to elucidate the effects of GR24 in the oxidative stress mechanisms in skeletal muscle at the protein level may provide supporting evidence about the therapeutic potential of this compound.

## Data availability

Microarray raw data have been deposited in the NCBI Gene Expression Omnibus (GEO), accession number GSE90833: https://identifiers.org/geo/GSE90833.

How the deposited data were processed for this re-analysis (not part of the article)

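RNA of rat L6 myotubes treated for 24 h with 60 µM GR24, pinosylvin or resveratrol, or with DMSO as the control, was measured on 12 Agilent 1-colour arrays, 3 per group. The paper reports the GR24 and control arrays, and the other groups are described after it. The authors deposited the scanner output of each array. From it, the processed signal was used, intensities from which the authors' scanner software had subtracted the background within the array before they were deposited, with no normalization between arrays, together with the median signal of each spot and of its local background and the marks for outliers, saturation and signal well above background. The authors also deposited a series table of normalized log2 values for 25848 probes. The paper does not state its background correction, normalization or filter. Its columns correlated at 0.9994 to 0.9997 with log2 of the median signal of their own arrays, and differed by a median of 0.0088 to 0.011 from that signal after quantile normalization. It was used as an alternative.

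Per array, 58.0% to 64.3% of the 58717 spots were well above background, and no spot was saturated. The 75th percentile of the processed signal was 4045 to 5707. The number of arrays limits the precision. Values were log2 of the processed signal minus the 75th percentile of the array over all probes. Control spots were left out, spots with an outlier mark were set to missing, and spots of 1 probe were averaged. A probe was tested if it was well above background on all 3 arrays of at least 1 group, which kept 24279 probes, of which 87.4% were well above background on all 12 arrays. Where a probe was not well above background on any array of 1 group, the change is given as a bound, which holds for this background correction only. No bound is given where it equals the fitted value, because the signals lay above the lowest signal well above background, as for *Ces1a*, *C3h15orf48*, *Fmo1* and *Rgs22*. With normexp the changes of the genes given as bounds were smaller than these bounds.

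limma 3.58.1 in R 4.3.3 was used, and the paper names limma 3.28.21. All 12 arrays entered 1 fit with a mean per group, followed by eBayes and Benjamini-Hochberg adjustment over all tested probes at a threshold of 0.05, since the paper names this test and threshold but not the arrays of the fit. Contrasts were each compound minus the control and GR24 minus each other compound. On simulated data for the GR24 comparison with 24279 probes, 78.0% of 200 probes changed by a log2 of 1 were recovered, and 8 unchanged probes were called. With 14567 probes changed, 93.5% were recovered and 1.93% of the calls were false. With none changed, there were 0 calls.

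RefSeq accessions, without versions, were matched to a gene table of the rat assembly GRCr8, used for names only. It named 21109 probes (46.3%), among them 13648 tested probes of 10741 genes. Of the 57 accessions of Table 1, all were on the arrays and 4 now carry another symbol: those listed as *Akr1cl*, *Gsta2*, *Ugt1a2* and *Mt1m* are *Akr1c15*, *Gsta5*, *Ugt1a6* and *Mt2A*, and the symbols of the paper are kept. A Table 1 gene was represented by the probe with its accession, and any other gene by the probe with its symbol, in both cases the one with the highest mean over the 12 arrays. The genes named are those of Table 1, the 10 largest increases and 10 largest decreases with GR24, the 5 largest each way with pinosylvin and resveratrol, all past the threshold and with no overlap between the 3 arrays of each group, and members of the gene lists that are reported. A few genes that this rule names are not reported here.

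The lists were Table 1, Nrf2 target genes outside Table 1, heat shock genes, ATF4 stress genes, Ahr target genes, metal response genes, cell cycle genes, cholesterol synthesis genes, mitochondrial biogenesis genes and muscle differentiation genes. They were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the lists of 1 contrast, with fry and with camera at an estimated correlation beside it. A list of markers of undifferentiated cells was written later, before its own test. Similarity of responses is Pearson's r across genes, which are not independent replicates, and unchanged groups that share the control arrays were simulated 100 times.

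The grouping, the main settings, the gene lists other than the markers of undifferentiated cells, the rule for named genes and the alternatives were chosen before the data were examined, apart from the alternatives said to be chosen later. The alternatives were quantile normalization, normexp background correction (offset 50) with either normalization, the deposited series table, no filter on dim probes, only probes well above background on all 12 arrays, the percentile over those probes, a fit of only the 6 arrays compared, the replicate number or the slide as a block, eBayes with a trend and robust settings, the mean over all probes of a gene, spots with outlier marks kept, and each array left out in turn. For normexp, the median signal of each spot was used in place of the mean signal.

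Arrays lay on 2 slides of 8 and 4 arrays. With the groups in the fit, 9127 probes (37.6%) differed between the slides. Deviations from the group means correlated at 0.19 to 0.74 in the 18 pairs of arrays with the same replicate number, all of which shared a slide. Pairs with different numbers correlated at 0.22 to 0.48 within a slide and at -0.66 to -0.32 across slides. The ranges within a slide overlap, so these values show the slide. They do not settle whether the replicate numbers pair the arrays by experiment.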

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

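In this part, the tests of the scaling and of the slide for the number of changed probes, and the tests of the scaling, of a single wrong label and of cycling cells for the muscle genes, were chosen after the results were seen.

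The paper discusses increases, but 6196 probes were lower with GR24, in genes outside those it discusses. Together with the increases, 57.1% of the tested probes differed from the control. Among the largest named decreases were *Myog* (-5.83), *Cyp2j4* (-5.60), *Art1* (-5.40), *Anxa10* (-5.26), *Stac3* (-5.22), *Itgb1bp2* (-4.58) and *Marcks* (-4.43), as log2 fold changes. *Smim5* and *Spata46* were not well above background on the GR24 arrays and were at least 20.8-fold and 9.87-fold lower. These bounds hold for the background correction used here. With normexp and quantile normalization the log2 fold changes of *Smim5* and *Spata46* were -2.33 and -1.49. *Art1* was well above background on 1 GR24 array. Another scaling or background correction as the cause is argued against by the lowest share over those run, 54.3%, though with no filter on dim probes the share of all probes was 28.2%. The slide is argued against by a share of 66.6% with the slide as a block. The share of spots well above background was lower on each GR24 array than on the control array of the same replicate number. For replicates 1, 2 and 3 it was 60.2% against 62.2%, 58.0% against 59.5% and 62.5% against 64.3%. These shares do not exclude somewhat dimmer GR24 arrays as a contribution. Among probes well above background on all 12 arrays 59.5% differed, so probes near background do not account for the share of changed probes. Of the 10 splits of the 6 arrays, 1, the real one, gave a count as large, and this number of splits by itself cannot exclude chance. The 4 splits that part all 3 pairs of replicate numbers include the real one, and no other split gave any call. A loss of cells or a general effect of the 60 µM dose was not tested and stays open.

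Genes outside those the paper discusses included the muscle differentiation genes, whose median log2 fold change with GR24 was -1.59, with 19 of 22 past the threshold and lower and none higher (camera, adjusted p = 1.44e-11). *Acta1* had -3.88, *Actc1* -2.90, *Ckm* -2.58, *Cav3* -2.44 and *Tnnt3* -0.94. *Myod1* was not well above background with GR24 and was at least 3.21-fold lower. This bound holds for the background correction used here, and with normexp and quantile normalization the log2 fold change of *Myod1* was -0.58. With *Myod1* at its bound the median was also -1.59. It was -1.60 on slide 1 and -1.58 on slide 2. *Chrna1*, *Des* and *Mb* were not past the threshold, though *Chrna1* and *Mb* passed it under some alternatives. A scaling as the cause is argued against by the median closest to 0 over the scalings run, -1.37. A single wrong label is argued against by 19 genes in which all GR24 arrays lay below all 9 other arrays. A lower share of differentiated cells would raise the markers of undifferentiated cells alike, but of 18 of them 11 were lower and 4 higher, with a median of -0.41. *Id2* (1.22) and *Hes1* (0.65) rose, and *Vim* (-0.91), *Col3a1* (-1.59) and *Fn1* (-0.51) fell. A larger share of actively cycling cells is argued against by the median of the cell cycle genes, -2.79. This median cannot decide on undifferentiated cells that had stopped cycling. With pinosylvin the cell cycle genes also fell (-1.60), while the median of the muscle differentiation genes was 0.13. A candidate explanation is that GR24 at this dose lowers the transcription of muscle genes in the myotubes, a hypothesis found and tested on the same data. An effect of the loss of cells was not tested.

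The cell cycle genes (median log2 fold change -2.79, 21 of 22 lower, adjusted p = 9.67e-15) and the cholesterol synthesis genes (-0.75, 15 of 20 lower and 2 higher, adjusted p = 0.000825) were also lower with GR24, by camera. They lie outside the genes the paper discusses. *Tyms* was the cell cycle gene not past the threshold. Over the alternatives other than arrays left out, the medians stayed between -2.80 and -2.55 and between -0.75 and -0.58, so the scalings run do not account for the direction. Which part of the cultures carried the cell cycle transcripts was not tested, and no biological explanation was tested for either list.

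The paper does not report on the pinosylvin and resveratrol arrays. With pinosylvin 4019 probes and with resveratrol 4123 probes differed from the control. In each comparison 1 of the 10 splits, the real one, gave a count as large, which cannot exclude chance. The shares of spots well above background overlapped those of the control arrays. The slide does not account for the counts, since with it as a block they were higher, 7074 and 6869. The compound is the biological explanation that the design gives, and it stays open. The cell cycle genes were lower with pinosylvin (median log2 fold change -1.60, adjusted p = 5.83e-31) and resveratrol (-0.90, adjusted p = 2.96e-23), as were the cholesterol synthesis genes (-1.26, adjusted p = 1.22e-21, and -0.24, adjusted p = 0.000928). The ATF4 stress genes were higher (0.15, adjusted p = 0.0243, and 0.27, adjusted p = 0.000322), as were the Nrf2 target genes outside Table 1 (0.23, adjusted p = 0.0243, and 0.58, adjusted p = 6.52e-06). The heat shock genes were higher with pinosylvin (0.17, adjusted p = 0.0477), and the muscle differentiation genes were lower with resveratrol (-0.28, adjusted p = 4.87e-07). All of these are tests by camera. The heat shock call no longer passed under 9 of 16 alternatives and in 4 of 6 fits with 1 array left out.

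Of the 57 genes of Table 1, 27 were higher with pinosylvin (median log2 fold change 0.28) and 39 with resveratrol (0.58). Adjusted over the list alone, the counts were 30 and 43. *Adh7* (-0.58) and *Glrx* (-0.42) were lower with pinosylvin. The difference between the compounds was tested itself. It was past the threshold and in favour of GR24 for 52 genes against pinosylvin and 45 against resveratrol, while *Akr1cl* (-0.72 and -0.59) was lower with GR24 than with either and *Abcb6* (-0.38) was lower than with pinosylvin. By its Table 1 probe, *Sqstm1* rose by a log2 of 3.68 more with GR24 than with pinosylvin and 3.48 more than with resveratrol. Other *Sqstm1* probes rose by 0.95 and 1.21 with GR24, so the size of this difference depends on the probe. *Nqo1* rose by 0.38 with pinosylvin and 2.08 with resveratrol, and *Gsta1* by 2.79 and 3.35. *Nfe2l2* was past the threshold with GR24 only (0.041, adjusted p = 0.873, and 0.20, adjusted p = 0.281, with the other compounds), and its differences to GR24 were 0.54 (adjusted p = 0.00207) and 0.38 (adjusted p = 0.0165). For the calls between GR24 and each other compound, 1 of 10 splits gave a count as large, which again cannot exclude chance. Over the alternatives, arrays left out included, the counts of 52 and 45 ranged from 50 to 55 and from 40 to 51. The study chose Table 1 for increases with GR24 on these arrays, which by itself favours GR24 in these counts. Of 17 tested Nrf2 target genes outside Table 1, 10 were higher and 4 lower with GR24 (mean log2 fold change 0.61, median 1.22). With resveratrol 10 were higher and 1 lower (mean 0.61, median 0.58), and with pinosylvin 6 and 1 (mean 0.23, median 0.23). The compounds were given at 1 dose. A difference in potency alone does not give opposite directions where a response keeps its direction over doses, and of the 1547 genes past the threshold with both GR24 and pinosylvin only 70.8% moved in the same direction. For the Table 1 genes as a set, and for resveratrol, a difference in potency stays open.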

How the results depend on the processing

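The tests chosen only after results were seen are the deposited table with the slide as a block, the 8 arrays of slide 1 alone, and the rankings by a gene's most increased probe or over probes well above background in both groups.

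With GR24, the probes higher (7658) ranged from 7020 to 9753 and those lower (6196) from 5401 to 7375 over 14 alternatives. With each array left out they ranged from 6800 to 7582 and from 5711 to 6147. The Table 1 genes higher were 52 to 57 over 15 alternatives and 52 to 54 with each array left out. With pinosylvin they were 21 to 32 and 23 to 26, and with resveratrol 37 to 45 and 36 to 39. All these counts stayed within 1.5 times those reported. Of the paper's 5 top genes, 4 were among the 5 largest increases, 3 with only slide 1, 5 with the deposited table and a gene's most increased probe, and 3 to 4 with each array left out (3 without control replicate 1 or 3).

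The count for pinosylvin (4019) was 2409 with no filter on dim probes, 2479 in the fit of only 6 arrays, 6947 with the replicate block, 7074 with the slide block and 6276 in the deposited table with the slide block. For resveratrol (4123) it was 2680 with no filter, and 6769, 6869 and 6358 with the 3 blocks in the same order. Without the filter more probes enter the adjustment. For the blocks the cause was not tested. Each array left out gave 2808 to 3433 and 2872 to 3893. The replicate block, which pairs arrays of the same number, changed no other call among the results and genes named, apart from *Chrna1* with GR24. *Chrna1* then passed, as it did with the slide block, the deposited table with the slide block, only slide 1 and without GR24 replicate 3.

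With camera at an estimated correlation the medians are the same by construction, but these lists no longer passed: with GR24, Table 1 (1.19), cell cycle (-2.79), cholesterol synthesis (-0.75) and muscle differentiation (-1.59). With pinosylvin, these were Table 1 (0.29), ATF4 stress (0.15), heat shock (0.17) and Nrf2 targets outside Table 1 (0.23). With resveratrol, these were ATF4 stress (0.27), cholesterol synthesis (-0.24), muscle differentiation (-0.28) and Nrf2 targets outside Table 1 (0.58). The cell cycle and cholesterol lists with pinosylvin and the Table 1 and cell cycle lists with resveratrol still passed. With fry, which tests a list by itself, the Ahr targets (-0.071, upward by the test), ATF4 stress (0.23), heat shock (0.31), metal response (1.55), mitochondrial biogenesis (0.30) and Nrf2 targets outside Table 1 (1.22) now passed with GR24, the Ahr targets (-0.50), metal response (0.21) and muscle differentiation (0.13) with pinosylvin, and the Ahr targets (0.034) with resveratrol. All lists that passed by camera also passed by fry, except heat shock with pinosylvin (0.17).

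With no filter, metal response (1.55) and Nrf2 targets outside Table 1 (0.53) passed with GR24, as did mitochondrial biogenesis with resveratrol (0.078). The Ahr targets, 4 genes, changed sign. With GR24 (-0.071) the median was 0.042 with quantile normalization, 0.028 with normexp and quantile normalization, 0.032 in the deposited table with or without the slide block, and 0.031 with no filter. With resveratrol (0.034) it was -0.022 with normexp and the 75th percentile, -0.10 with no filter and -0.039 on slide 1. They passed under none of these, and the cause was not tested.

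The heat shock genes with pinosylvin (0.17) no longer passed with quantile normalization (0.17), normexp and quantile normalization (0.19), the deposited table (0.18, also with the slide block), only probes above background on all 12 arrays (0.17), only the 6 arrays compared (0.17) and only slide 1 (0.14). The cause was not tested. With each array left out the range was 0.14 to 0.21, with no pass without control replicate 1 or 3 or pinosylvin replicate 2 or 3. With pinosylvin, the ATF4 stress genes (0.084 to 0.18) and the Nrf2 targets outside Table 1 (0.20 to 0.24) lost significance without control replicate 3. Signs changed within the ranges of the Ahr targets with GR24 (-0.21 to 0.014, without GR24 replicate 2) and with resveratrol (-0.045 to 0.10, without control replicate 1 or resveratrol replicate 3), of the heat shock genes with resveratrol (-0.0040 to 0.11, without control replicate 3) and of *Des* with GR24 (-0.18 to 0.0059, without control replicate 1).

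The correlation of the GR24 and pinosylvin responses (0.36) was 0.39 with no filter and 0.30 with the control arrays divided. That of GR24 and resveratrol (0.60) was 0.50 and 0.52, and that of pinosylvin and resveratrol (0.59) was 0.43 with the arrays divided. Dividing removes the shared arrays, and for the filter the cause was not tested.

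Among the named genes, *Cubn* with resveratrol lost significance with no filter and without control replicate 1 or 2 or resveratrol replicate 1 or 2, and *Fbxo36* with pinosylvin and resveratrol with normexp and the 75th percentile. *Abcc2* did so with no filter, only the 6 arrays and only slide 1. *Mb* passed with only slide 1 and without GR24 replicate 3, and *Tyms* with only slide 1. The mean over all probes of a gene was not run for counts of probes or for lists, and the fit of 6 arrays not for correlations. Of the tested probes, 87.4% were well above background on all 12 arrays.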

Differences from the paper's values

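The paper's log2 fold changes and those found here differed by more than the replicate SD for 26 of the 57 genes of Table 1, and in no case in sign. In each pair below the paper's value comes first. The alternatives were set before the data were examined unless said otherwise.

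With quantile normalization, with normexp and quantile normalization and in the deposited series table, the value fell within the paper's for *Adh7* (the paper's 1.604, here 1.53), *Akr1b8* (the paper's 2.503, here 2.38), *Nqo1* (the paper's 3.144, here 3.00), *Abcb6* (the paper's 0.194, here 0.063), *Gpx4* (the paper's 0.451, here 0.27) and *Txn1* (the paper's 1.712, here 1.53). The same 3 settings did so for *Idh1* (the paper's 1.096, here 1.01), *Me1* (the paper's 0.860, here 0.73), *Blvrb* (the paper's 1.497, here 1.43), *Fech* (the paper's 1.431, here 1.32) and *Ftl1* (the paper's 1.017, here 0.86). They also did so for *Gstp1* (the paper's 2.498, here 2.36) and *Ugt1a2* (the paper's 0.169, here 0.088), as did the mean over all probes of the gene, and for *Taldo1* (the paper's 1.150, here 1.03), as did the percentile over probes above background on all 12 arrays. For *Cbr1* (the paper's 1.060, here 0.91), quantile normalization and the deposited table did so.

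Of the alternatives that keep all arrays, the deposited table alone did so for *Akr1cl* (the paper's 0.685, here 0.76), *Gsta2* (the paper's 3.676, here 3.92), *Slc6a9* (the paper's 2.283, here 2.44), *Slc7a11* (the paper's 0.870, here 1.02), *Ces1a* (the paper's 1.132, here 2.14, not well above background in the control), *Ahr* (the paper's 0.867, here 1.46) and *Mt1m* (the paper's 4.009, here 4.21). For *Cat* (the paper's 2.205, here 2.28) the deposited table and spots with outlier marks kept did so. For *Akr1b1* (the paper's 1.831, here 1.55), *Txnrd1* (the paper's 2.193, here 1.60) and *Fth1* (the paper's 0.877, here 0.52) none of the alternatives did so with the probe used. The other alternatives that keep all arrays, among them the blocks, the filters, the fit of 6 arrays and eBayes with a trend, did not do so for any of the 26 genes beyond those named.

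With 1 array left out, the value also fell within the paper's without control replicate 2 for *Gstp1*, *Ugt1a2*, *Abcb6*, *Gpx4*, *Taldo1*, *Fech*, *Akr1cl*, *Cat* and *Slc7a11*, without control replicate 1 for *Idh1* and *Fech*, and without control replicate 3 for *Taldo1* and *Mt1m*. It did so without GR24 replicate 1 for *Adh7* and *Taldo1*, without GR24 replicate 2 for *Akr1cl* and *Cat*, and without GR24 replicate 3 for *Adh7*, *Ugt1a2*, *Taldo1*, *Fech* and *Akr1cl*. With only the arrays of slide 1, chosen after seeing the values, it did so for *Adh7*, *Taldo1* and *Mt1m*.

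In the deposited table, a probe with the accession of Table 1 came within 0.001 of the paper's log2 fold change for all 57 genes, when the closest probe of each accession is taken, a choice made after seeing the values. With the slide as a block in that table, also chosen after seeing the values, all 57 adjusted p-values came within 1% of the paper's as well.

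The paper states that all listed genes were upregulated. Here *Ugt1a2* and *Abcb6* were not past the threshold. *Ugt1a2* passed with normexp and quantile normalization and in the deposited table, where 56 genes passed, and both passed in the deposited table with the slide as a block, chosen after seeing the values, where all 57 did. The paper names *Sqstm1* among the 5 genes most increased. Here 4 of those genes were among the 5 largest by the fitted value, with *Spmip7* as the other and *Sqstm1* outside them, also when each gene was ranked by its most increased probe. All 5 were the largest, in the paper's order, in the deposited table with each gene ranked by its most increased probe, chosen after seeing the values.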

Other observations

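In this part, the ranking over genes well above background in both groups was chosen after the results were seen.

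By the fitted value, which for probes not well above background in the control does not settle their order, the largest named increases with GR24 after *Gsta5* were those of the accession now named *Gsta2* (log2 fold change 3.80, well above background on 1 control array), *Slc22a4* and *Cftr* (not well above background on any control array, and at least 9.12-fold and 5.42-fold higher), *C3h15orf48* (not well above background on any control array) and *Vgf* (3.55). With pinosylvin the largest were *Gsta1*, *Sfrp4* (at least 2.70-fold), *Derl3* (at least 4.32-fold) and *Ggt1* (2.10), and *Fbxo36*, which was not well above background on any array of either group. The decreases were those of *Pimreg* (-2.21), *Slc35f2* (at least 2.67-fold), *Iqgap3* (-2.11), *Tm7sf2* (-2.08) and *Kif11* (-2.04). The bounds in this paragraph hold for the background correction used here, and with normexp the changes were smaller than the bounds. With resveratrol the increases included those of *Gsta1*, *Evi2b* (at least 2.43-fold), *Fbxo36* (at least 2.06-fold, from 2 arrays well above background) and *Osgin1* (2.20), and the decreases those of *Aspg* (-2.63), *Cubn* (-2.02, well above background on 1 resveratrol array), *Fmo1* and *Rgs22* (not well above background on any resveratrol array) and *Cyp2j4* (-1.91).

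The paper cites work on human osteosarcoma cells in which strigolactone analogs raised heat shock genes and lowered the cell cycle. In these rat myotubes, 11 of 18 heat shock genes were higher with GR24 and 3 were lower, with a median log2 fold change of 0.31 that was not past the threshold by camera (adjusted p = 0.127). *Bag3* (1.04) and *Hspb8* (1.04) were among those higher, and *Hspe1* (-0.75) and *Hspa8* (-0.52) among those lower.

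Other lists not past the threshold with GR24 by camera were the Nrf2 target genes outside Table 1 (median log2 fold change 1.22, 10 higher and 4 lower of 17, adjusted p = 0.101), the metal response genes (1.55, adjusted p = 0.120; 4 genes, 1 of them in Table 1), the mitochondrial biogenesis genes (0.30, adjusted p = 0.195), the ATF4 stress genes (0.23, adjusted p = 0.333) and the Ahr target genes (-0.071, adjusted p = 0.996). The last list had 4 genes tested, 1 of them *Nqo1*, and a mean of 0.44, of the other sign than its median. The Table 1 list, chosen by the study on these arrays, had a median of 1.19 with GR24 (adjusted p = 4.41e-17), 0.29 with pinosylvin (adjusted p = 3.15e-08) and 0.61 with resveratrol (adjusted p = 2.71e-27), with 1 probe per symbol. With pinosylvin the medians not past the threshold were -0.50 for Ahr targets, 0.21 for metal response, 0.082 for mitochondrial biogenesis and 0.13 for muscle differentiation genes. With resveratrol they were 0.034 for Ahr targets, 0.052 for heat shock, 0.13 for metal response and 0.078 for mitochondrial biogenesis genes. The markers of undifferentiated cells had medians of -0.090 with pinosylvin and -0.079 with resveratrol.

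Across 10741 genes, the log2 fold changes correlated at r = 0.36 between GR24 and pinosylvin, 0.60 between GR24 and resveratrol and 0.59 between pinosylvin and resveratrol. Unchanged groups that share the same control arrays gave 0.50 (0.45 to 0.55 over 100 simulations). With the responses taken from arrays of different replicate numbers, with none in common, the median r was 0.30, 0.52 and 0.43, above 0 in all 6 ways for each pair of compounds. The shared control arrays thus do not account for the whole of any of these correlations. Of the 1731 genes past the threshold with both GR24 and resveratrol, 88.4% moved in the same direction, and of the 1547 with both GR24 and pinosylvin, 70.8% did, shares that the common control arrays also raise. A shared part of the responses to the 3 compounds is a candidate explanation and remains a hypothesis.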
